A study of Mus musculus with 2 samples. Its data were reported in "Impaired glycosylation promotes rapid transition to hepatocellular carcinoma in model of diet-induced steatotic liver disease" (2026).

How the data were processed

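Single-cell RNA sequencing was performed on dissociated livers of 2 groups of mice, with 1 library per group. The WT library came from control liver, and the N-LKO library came from liver and tumor tissue after albumin-Cre had deleted Nus1, the gene encoding NgBR, in hepatocytes. NgBR is a subunit of cis-prenyltransferase, the enzyme that makes the lipid carrier dolichol. The diet had been given for 16 weeks in both groups. The sample titles name a high-fat diet, while the treatment labels and the series design name a Western diet, and both libraries carry the same pair of names. The groups were taken from the genotype labels. Genotype, tumor tissue and library differed together between the groups.

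Liver cells were released by collagenase perfusion and loaded on a droplet system that tags the 3′ end of each polyadenylated transcript with a cell barcode and a unique molecular identifier (UMI). The authors aligned the reads and counted UMIs with Cell Ranger (version 7.1.0 per the file headers), and the values the authors deposited are whole-number UMI counts per gene and barcode, without normalization. The authors' genome build and annotation, and whether reads in introns were counted, were not stated. The deposited matrices listed 32285 genes in each library, with 100171 barcodes and 85522287 UMIs for WT and 90147 barcodes and 87575064 UMIs for N-LKO. Every barcode held at least 326 UMIs in WT and 377 in N-LKO. Barcodes were not tested for being empty droplets, so some of those with few UMIs may be. The authors' cell annotation was not used here, and cell classes were rebuilt from the counts. A difference from the study may therefore come from the rebuilt names.

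Barcodes were kept with at least 1000 UMIs, at least 400 detected genes and at most 30% of UMIs from mitochondrial genes, which left 20158 barcodes in WT and 22214 in N-LKO. Doublets were scored with Scrublet as implemented in scanpy 1.11.5, at an expected rate of 10%. The automatic thresholds differed between the libraries (0.595 in WT and 0.222 in N-LKO), so a common score of 0.25, chosen after seeing the data, was applied to both. It removed 1728 barcodes (8.57%) in WT and 2360 (10.6%) in N-LKO. The number of principal components and the resolution were those of the published clustering, and the other settings were chosen here. Counts were scaled to 10000 per cell and log-transformed, the 2000 most variable genes were centered and scaled, and 30 principal components were computed on both libraries together without integration. A shared nearest neighbor graph was built over 20 neighbors, with edges under a Jaccard index of 1 in 15 removed, and partitioned with leidenalg 0.10.2 at a resolution of 0.3. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, anndata 0.12.19, igraph 0.11.9 and matplotlib 3.10.9 were used.

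Each cluster was named from 14 marker lists, of which 1 marks proliferation, a state, and the others mark cell types. For every type, the score was the mean over its markers of the height of the cluster above the median cluster, relative to the highest cluster, in the library that contributed more cells. A cluster took the name of the highest-scoring type when the score was at least 0.2 and at least 3 of the markers were raised 2-fold. It was called mixed when an unrelated type with 3 raised markers reached over 0.6 of that score. It stayed unnamed when its 10 leading genes held more markers of another type than of its own. These scoring thresholds were set after seeing the data, and the shares of the mixed and unnamed clusters are given with the composition. Classes are written as "X-like", Kupffer and macrophage clusters form 1 class, and T and natural killer markers name 1 class, called T-like. Its cluster scored highest for the natural killer markers, so it may hold both kinds of cell.

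UMIs were summed over the cells of a class in each library and scaled to a common total, giving CPM. With 1 library per group there was no test across samples, and no p-values were computed. CPM values carry exact Poisson intervals, ratios carry exact conditional binomial intervals and shares carry exact Clopper-Pearson intervals and differences between 2 shares carry Newcombe intervals, all at 95% and all covering counting error only. Log2 ratios are N-LKO over WT, with 0.5 UMI added to each sum. For a gene set, the median log2 ratio was taken over its genes with at least 5 CPM in at least 1 library, with an order-statistic interval over genes. Its percentile among 10000 random lists of the same size, matched on mean CPM in 20 bins, describes these 2 libraries. The 16 gene sets, the marker lists, the 20 pairs of set and class and the filters were chosen before the data were examined. A further list of immediate early and heat shock genes, which respond to cell isolation, was added for 1 test.

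The genes named in the text followed a fixed rule. They are 22 genes that the study discusses, plus, in each class with at least 200 cells in both libraries, the 5 genes higher and the 5 genes lower in N-LKO whose interval of the CPM ratio lay farthest from 1. These had at least 50 CPM in at least 1 library, at least 20 UMIs in both together, and the same direction when each cell weighed equally. Mitochondrial, ribosomal protein, hemoglobin and class marker genes were left out of the second part. Not every gene the rule names is printed. Most of the others are covered by counts over classes, and a few single-gene results are not reported here. Gene positions and spans were taken from the GENCODE vM21 annotation of GRCm38, in which 32158 of the 32285 gene identifiers were found (99.6%).

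The calculations were tested on simulated data, with counts drawn for the real genes at the real depths and 200 genes changed by known amounts. The changed genes were drawn from those with at least 50 CPM. Sums per class were drawn as Poisson counts, which is what the intervals assume, so their coverage checks the arithmetic only. Spread between cells, clustering and free RNA were not simulated. Over 10027 genes in hepatocyte-like cells, the changed genes all had the right direction, the intervals held the true ratio for 94.5% of changed genes, and the median absolute error was 0.041 on the log2 scale. The median error was 0.086 over 11272 genes in endothelial-like cells, 0.13 over 11410 genes in T-like cells and 0.10 over 11876 genes in hepatic stellate-like cells. Of 200 simulated lists of unchanged genes, 8.5% fell below the percentile of 5 or above 95 in hepatocyte-like cells.

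The 11 alternatives chosen in advance were UMI minimums of 500 and 2000, a mitochondrial limit of 10% or none, the 7000 barcodes of highest UMI count per library, called doublets kept, a resolution of 0.8, equal weight for each cell, log2 ratios centered on their median, set genes without a CPM minimum, and subtraction of free RNA. Free RNA is RNA from broken cells that enters every droplet. Its profile was taken from barcodes under 500 UMIs, which can hold small cells too, and its share in a class from the level there of markers that the class should lack. These were hepatocyte markers for the other classes, and endothelial, macrophage, T and stellate markers for hepatocyte-like cells. The share for hepatocyte-like cells, 85.9% in WT and 43.0% in N-LKO, was too high for Gm42418. This gene was at 57004 CPM in the WT profile but at 6033.5 CPM in the main WT hepatocyte-like cluster. It was at 123640 CPM in the N-LKO profile but at 35429.8 and 12699.3 CPM in the 2 mainly N-LKO clusters. Background levels given for hepatocyte-like cells may therefore be overstated. The 5 alternatives added after seeing the data were automatic doublet thresholds, scaling without mitochondrial genes and Gm42418, hepatocyte-like clusters with 2000 to 10000 CPM of Malat1 only, free RNA subtraction in hepatocyte-like cells, and, for the T-like share, mixed clusters with T or natural killer markers highest or next highest counted as T-like. Barcodes under 1000 UMIs, which held 53.5% of UMIs in WT and 44.1% in N-LKO, entered the comparisons only as the free RNA profile, through the UMI minimum of 500, and in the level of Nus1 in barcodes under 500 UMIs.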

Results

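The data were UMI counts from 2 droplet-based single-cell libraries of mouse liver, 1 from WT liver and 1 from N-LKO liver together with tumor. N-LKO mice lack NgBR, encoded by Nus1, in hepatocytes. The WT library held 85522287 UMIs over 100171 barcodes, with a median of 657 UMIs per barcode. The N-LKO library held 87575064 UMIs over 90147 barcodes, with a median of 774. After filtering, 18430 WT cells with a median of 1400 UMIs and 785 genes remained, against 19854 N-LKO cells with a median of 1455 UMIs and 840 genes. Mitochondrial genes took 16.4% of the UMIs of WT cells and 16.1% of those of N-LKO cells. Each group had 1 library, so no difference below has a replicate check, and the intervals cover counting error only. Genotype, tumor tissue and library differed together in every comparison.

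The first comparison asked whether the targeted transcript was reduced in the library labelled N-LKO. Nus1 (ENSMUSG00000023068) lies on the forward strand of chromosome 10, from position 52417547 to 52440183 in GRCm38, a span of 22637 bp. Exon 1, which the targeting removes, covers 52417547 to 52418168. The last exon, exon 5, covers 52436577 to 52440183 and holds the 3′ end that the assay reads, so RNA from the deleted allele could still be counted. In hepatocyte-like cells Nus1 was at 73.0 CPM in WT (1225 UMIs, interval 68.9 to 77.2) and at 34.8 CPM in N-LKO (308 UMIs, 31.1 to 39.0). The log2 ratio was −1.06 (−1.25 to −0.89). The level left in N-LKO lay within counting error of the 37.4 CPM in barcodes under 500 UMIs of the same library. At the share estimated for this class, however, free RNA alone would give 16.1 CPM, so the level left is not shown to be background. Nus1 did not differ beyond counting error in endothelial-like cells (89.0 CPM in WT and 92.5 CPM in N-LKO), macrophage-like cells (75.7 and 77.6 CPM) or hepatic stellate-like cells (79.5 and 81.2 CPM). It was lower in N-LKO T-like cells, at 45.4 CPM against 80.1 CPM in WT, a log2 ratio of −0.82 (−1.26 to −0.38) from 103 WT and 77 N-LKO UMIs. Among the alternatives, subtraction of free RNA moved the hepatocyte ratio most, to −1.56, and the ratio stayed below 0 in all 13.

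**Figure D1:**
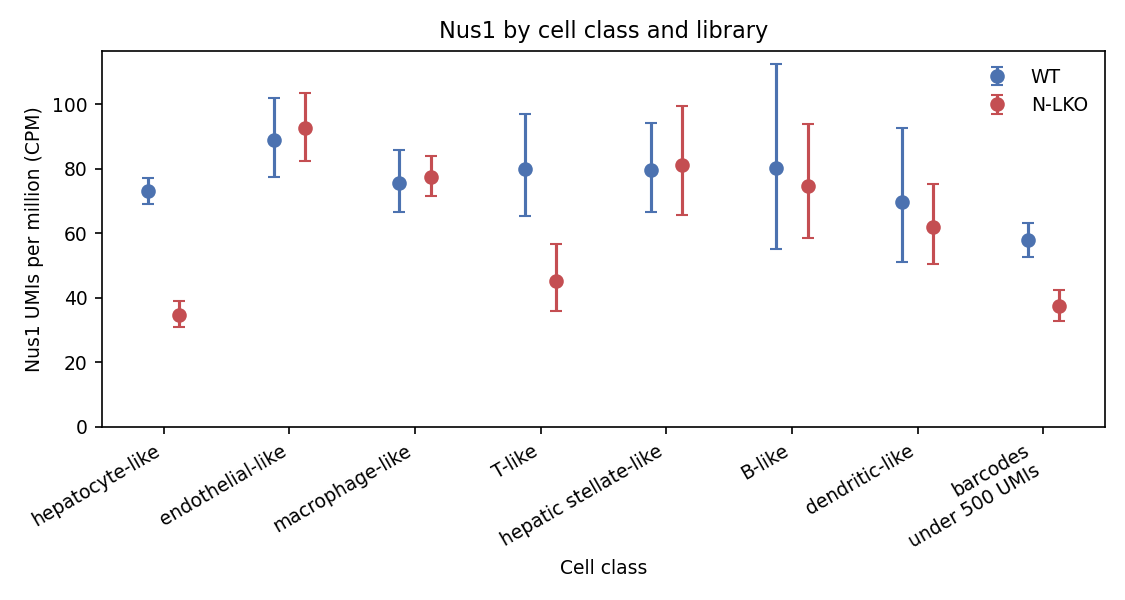
Nus1 in CPM (y axis) for each cell class and for barcodes under 500 UMIs (x axis), in the WT and N-LKO libraries. Points are UMI sums scaled to CPM and bars are exact 95% Poisson intervals. The libraries separate in hepatocyte-like cells (73.0 against 34.8 CPM), T-like cells and the low-UMI barcodes, and overlap in the other classes shown.

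The second comparison concerned the cell populations of the livers, since the study described hepatocyte clusters that were seen in N-LKO livers alone. Clustering of both libraries gave 24 clusters, of which 20 were named. Hepatocyte-like cells formed 6 clusters, and each of these drew over 90% of its cells from 1 library. Of the 9944 WT hepatocyte-like cells, 99.0% (98.7 to 99.2) lay in 4 clusters that were mainly WT. Of the 4261 N-LKO hepatocyte-like cells, 97.9% (97.4 to 98.3) lay in 2 clusters that were mainly N-LKO. Among the 18 other clusters, the highest share from 1 library was 87.2%, in the neutrophil-like cluster. The alternative without a mitochondrial limit moved this result most. There, 56.8% of N-LKO hepatocyte-like cells lay in clusters with over 90% of cells from 1 library, against 100% in the main setting. A cluster made almost wholly of 1 library can reflect that library and not a cell type, so differences in the size of these clusters are not read as differences in cell type.

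**Figure D2:**
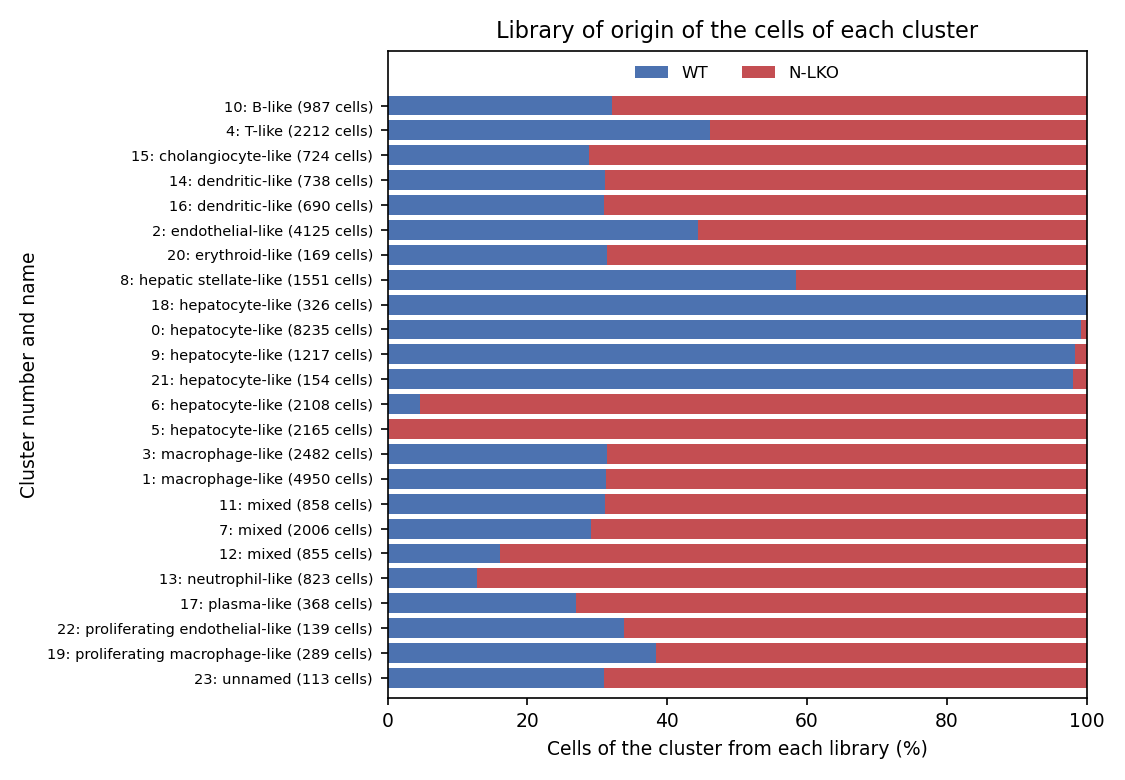
Share of the cells of each cluster from the WT and N-LKO libraries (x axis, %), for the 24 clusters (y axis, with number, name and cells). Bars are stacked to 100%. The 6 hepatocyte-like clusters are each over 90% from 1 library, while no other cluster exceeds 87.2%.

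Hepatocytes and nonparenchymal cells had been mixed at set ratios before loading, so shares were compared among non-hepatocyte cells, 8486 in WT and 15593 in N-LKO. T-like cells made up 12.0% (11.3 to 12.7) of these in WT and 7.65% (7.24 to 8.08) in N-LKO, a difference of −4.36 percentage points. The difference ranged from −5.51 points with a UMI minimum of 500 to −0.723 points when 2 of the 3 mixed clusters, in which T or natural killer markers scored highest or next highest, were counted as T-like. The shares were then 16.8% in WT and 16.0% in N-LKO, so most of the lower T-like share depends on how these clusters are named. Endothelial-like cells fell from 21.6% to 14.7% and hepatic stellate-like cells from 10.7% to 4.14%. Endothelial markers scored next highest in a mixed cluster of 585 WT and 1421 N-LKO cells. They scored highest in another of 267 WT and 591 N-LKO cells. The size of the endothelial-like fall therefore depends on the naming of mixed clusters too. Macrophage-like cells rose from 27.4% to 32.8% and neutrophil-like cells from 1.24% to 4.60%. B-like cells made up 3.74% in WT and 4.30% in N-LKO, dendritic-like cells 5.22% and 6.32%, and cholangiocyte-like cells 2.46% and 3.30%. Mixed clusters, which carried markers of several types, held 11.7% of the WT and 17.5% of the N-LKO non-hepatocyte cells, and an unnamed cluster held 0.41% and 0.50%. The T-like cluster scored highest for natural killer markers.

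**Figure D3:**
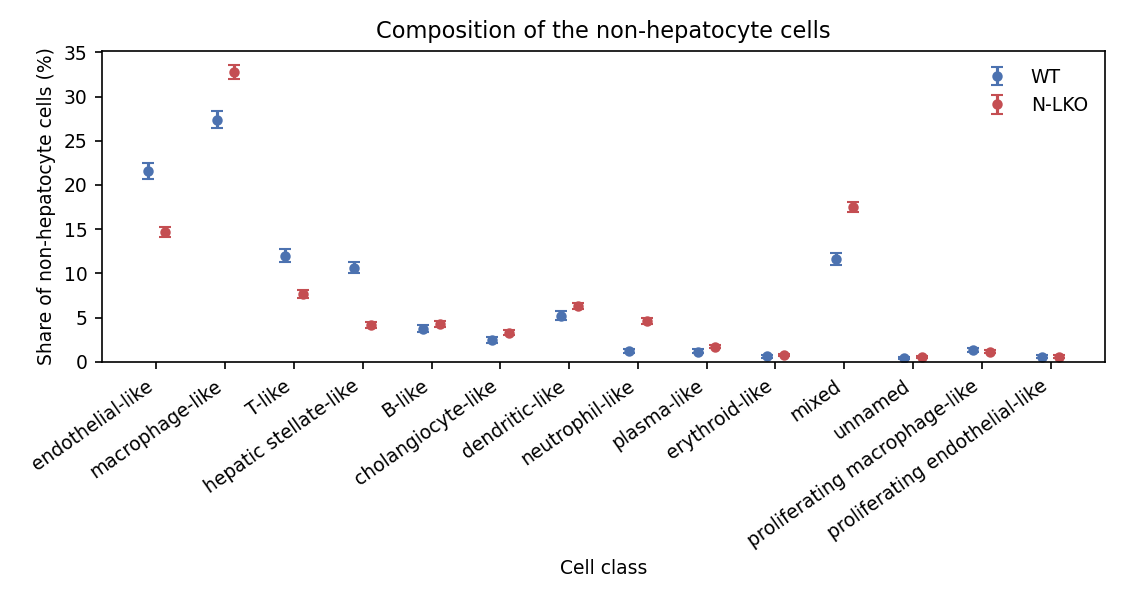
Share of non-hepatocyte cells (y axis, %) in each class (x axis) for the WT and N-LKO libraries. Points are shares and bars are exact 95% Clopper-Pearson intervals, which cover counting error only. T-like, endothelial-like and hepatic stellate-like shares are lower in N-LKO, and macrophage-like, neutrophil-like and mixed shares are higher.

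The third comparison addressed metabolic and stress programs in hepatocytes. Over the 10649 expressed genes of hepatocyte-like cells, the median log2 ratio was 0.40, so changes there are also given relative to that shift. The median was between −0.07 and 0.09 in endothelial-like, macrophage-like, T-like and hepatic stellate-like cells. Genes of the TCA cycle and respiratory chain had a median log2 ratio of −0.35 (−0.46 to −0.16), with 40 of 46 genes lower in N-LKO. Relative to all expressed genes this was −0.75, below each of the random lists (percentile 0). Under the alternatives it ranged from −1.15 with a mitochondrial limit of 10% to 0.21 when clusters rich or poor in Malat1, a nuclear RNA, were left out, which reversed its direction. Lipoprotein assembly genes had a median of −0.31 (−0.48 to 0.26; −0.71 relative to all genes, percentile 7.39). Fatty acid oxidation genes stood at −0.16 (−0.57 relative, percentile 6.66) and glutathione and antioxidant genes at −0.19 (−0.59 relative, percentile 4.99). Without the clusters rich or poor in Malat1, the median for fatty acid oxidation was 0.05 and that for glutathione genes was 0.36. LXR target genes had a median of −0.11 (−0.51 relative, percentile 12.4), with 6 genes higher and 6 lower, and over the alternatives the median ranged from −0.81 with free RNA subtracted to 0.049 with a UMI minimum of 500.

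Acute phase genes were higher in N-LKO hepatocyte-like cells, with a median log2 ratio of 0.88 (0.51 to 2.56). All 20 genes were higher, the percentile was 99.97, and the median was 0.47 relative to all genes. It stayed above 0 in all 14 alternatives, from 0.47 to 1.39. ER stress genes had a median of 0.36 (0.03 to 0.94), close to that of all genes (−0.04 relative, percentile 67.0). Dolichol and N-glycosylation genes were at 0.21 (percentile 12.0), or −0.19 relative to all genes. With free RNA subtracted, the ER stress median reversed to −0.38 and the dolichol median to −0.42. These signs depend on how the counts left are scaled and on a free RNA share that was too high. Fatty acid uptake genes were at 0.54 (−0.37 to 1.39, percentile 75.3). Growth factor receptor signalling genes had a median of 0.72 (0.37 to 0.86), which was 0.31 relative to all genes and at percentile 93.8. The growth suppressor list had a median of 0.66 (0.09 to 1.06; 0.25 relative, percentile 86.5), with all 14 genes higher. The receptor signalling median reversed to −0.09 when clusters rich or poor in Malat1 were left out, and that of the growth suppressors came to 0.03.

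**Figure D4:**
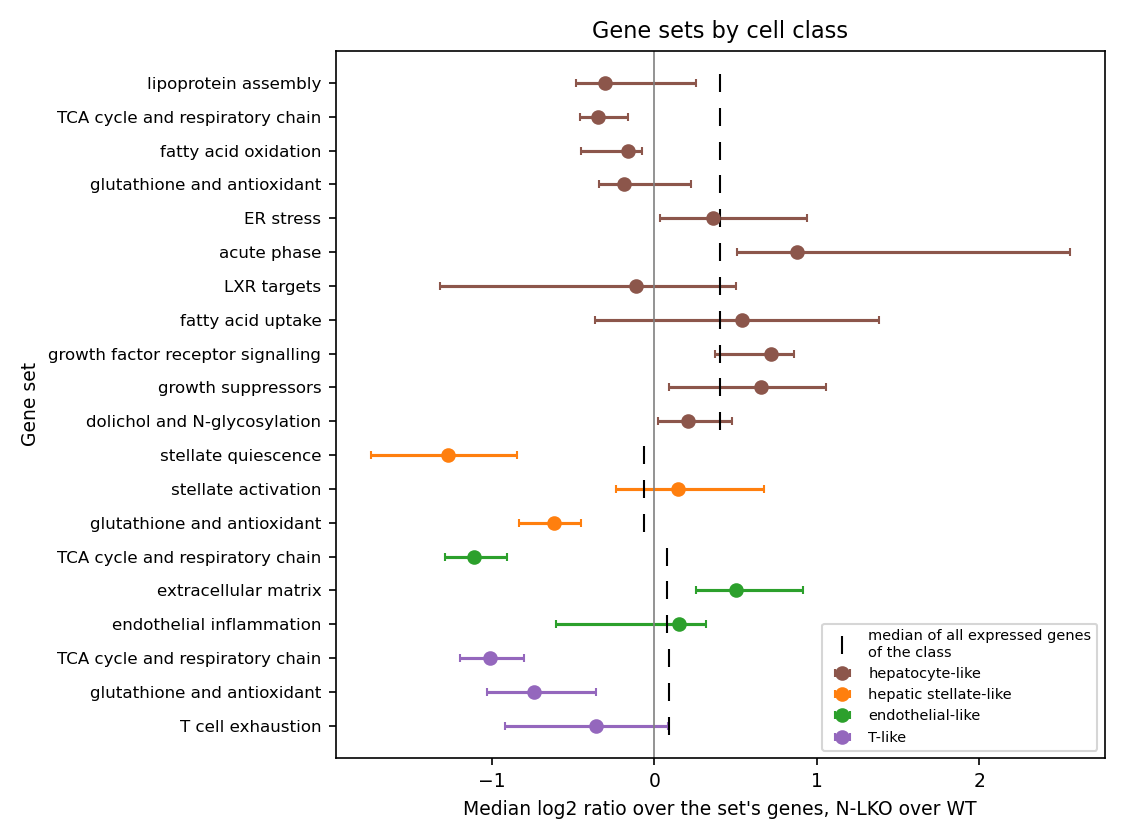
Median log2 ratio, N-LKO over WT (x axis), of each gene set in its cell class (y axis). Points are medians over the genes of a set, bars are order-statistic 95% intervals over genes, and black ticks mark the median of all expressed genes of the class. TCA cycle and respiratory chain genes lie left of the tick in the 3 classes tested, with medians of −0.35, −1.11 and −1.01 (the first reverses to 0.21 without clusters rich or poor in Malat1), and acute phase genes in hepatocyte-like cells lie right of it at 0.88.

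Among the single genes discussed by the study, several acute phase transcripts were higher in N-LKO hepatocyte-like cells. Mt2 rose from 5.12 CPM in WT to 193 CPM in N-LKO, a log2 ratio of 5.23 (4.92 to 5.57). Mt1 rose from 44.2 to 918 CPM, Lcn2 from 15.1 to 283 CPM, Orm2 from 10.3 to 90.7 CPM and Saa1 from 78.6 to 463 CPM. At the estimated shares of 85.9% in WT and 43.0% in N-LKO, free RNA alone would put Mt2 at 5.05 and 79.7 CPM. These shares are too high for Gm42418, so whether the WT level of Mt2 lay above background is not decided. With free RNA subtracted at these shares, Mt1, Mt2, Krt18 and Fabp5 were at or under the floor of 3 UMIs in WT hepatocyte-like cells and gave no ratio. Saa1 has a close paralog, so the assignment of its UMIs is uncertain. Of the 4 markers with which the study named its cancer cell cluster, Spp1 rose from 23.4 to 300.2 CPM (log2 ratio 3.68, 3.53 to 3.84), Krt18 from 80.3 to 186 CPM (1.21) and Krt8 from 268 to 406 CPM (0.60). Epcam was at 1.01 CPM in WT and 1.24 CPM in N-LKO, from 17 and 11 UMIs, which did not differ beyond counting error. With a mitochondrial limit of 10%, the ratios of Krt8 and Krt18 reversed to −0.38. By cluster, a view taken after these values were seen, the rise was largest in 1 of the 2 clusters that were mainly N-LKO. Its 2010 N-LKO cells held Krt8 at 628 CPM, Krt18 at 272, Spp1 at 514, Lcn2 at 462 and Saa1 at 774 CPM. The 98 WT cells of this cluster held them at 725, 213, 208, 358 and 947 CPM. The 2160 N-LKO cells of the other cluster held them at 172, 97.2, 78.6, 97.9 and 140 CPM. In the main WT cluster they were at 251, 66.8, 23.4, 11.3 and 69.6 CPM, so all but Krt8 were higher in that N-LKO cluster. N-LKO T-like cells held them at 189, 98.4, 92.5, 104 and 180 CPM. Of the values of that N-LKO cluster, only Saa1 lay below the T-like interval (160 to 201 CPM). Egfr rose from 488 to 1035 CPM (1.08) and Cd36 from 104 to 204 CPM (0.97). Apob fell from 2978 to 2292 CPM, a log2 ratio of −0.38 (−0.40 to −0.35). Trp53 was at 13.9 and 17.6 CPM and Apc at 57.5 and 87.8 CPM, and relative to the median of all genes Trp53 reversed to −0.05. Dhdds, the partner of NgBR in the enzyme, was at 14.5 CPM in WT and 20.6 CPM in N-LKO. With free RNA subtracted, Apc and Dhdds both reversed to −0.11, but only once the counts left were scaled to a common total. Apc also reversed to −0.27 without the clusters rich or poor in Malat1.

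Because free RNA places transcripts in cells that do not make them, the cancer cell markers were also counted as shares of cells with at least 1 UMI after each cell was thinned to 1000 UMIs. No cell was shallower than that. Spp1 was found in 2.11% of WT and 11.8% of N-LKO hepatocyte-like cells, but also in 1.96% of WT and 9.47% (7.87 to 11.3) of N-LKO T-like cells and in 0.546% and 7.24% of endothelial-like cells. Free RNA alone would put Spp1 at 9.59 CPM in WT and 84.8 CPM in N-LKO endothelial-like cells, against 8.64 and 81.3 CPM counted, so these cells lay at background. N-LKO T-like cells did too (98.5 CPM against 92.5 CPM counted), but WT T-like cells lay above it (10.2 CPM against 33.4 CPM counted, 24.2 to 45.0). The share in N-LKO hepatocyte-like cells exceeded that in N-LKO T-like cells by 2.31 percentage points (0.287 to 4.14), while in WT the difference was 0.149 points (−0.933 to 0.901). Against endothelial-like cells the excess was 4.54 points (3.07 to 5.95) in N-LKO and 1.57 points (1.04 to 1.96) in WT. Krt18 was found in 7.73% of WT hepatocyte-like, 7.75% of T-like and 6.33% (5.26 to 7.55) of endothelial-like cells, and in 14.6%, 9.97% and 7.85% of these in N-LKO. The hepatocyte-like share less the T-like share was −0.019 points in WT and 4.62 points (2.52 to 6.54) in N-LKO. Less the endothelial-like share it was 1.40 points (0.090 to 2.56) in WT and 6.75 points (5.19 to 8.25) in N-LKO. By cluster, again a view taken after the values were seen, the main WT hepatocyte-like cluster (8167 WT cells) held Krt18 at 66.8 CPM. Another WT cluster (151 cells) held it at 59.6 CPM, and 2 further WT clusters (1197 and 326 cells) at 162 and 149 CPM. The first 2 values were under the 82.4 CPM (67.5 to 99.6) of WT T-like cells. Those T-like cells lay above the 62.8 CPM that free RNA alone would give, so they are not a background level for Krt18. WT endothelial-like cells, at 64.0 CPM, lay within counting error of background. Krt8 was found in 22.5% of WT and 27.3% of N-LKO hepatocyte-like cells, against 14.7% and 16.0% of T-like cells. Epcam was found in 0.0905% and 0.0704% of hepatocyte-like cells and in 0.294% and 0.251% of T-like cells. Before thinning, the median depth was 1520 UMIs in WT and 1788 in N-LKO hepatocyte-like cells, and 1165 and 1237 in T-like cells. The unthinned shares in WT and N-LKO hepatocyte-like cells were 3.28% and 18.9% for Spp1, 12.1% and 25.4% for Krt18, 33.8% and 41.4% for Krt8, and 0.171% and 0.258% for Epcam.

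The remaining comparisons covered nonparenchymal classes. In hepatic stellate-like cells, the quiescence genes had a median log2 ratio of −1.27 (−1.75 to −0.85), with 12 of 12 genes lower and a percentile of 0, and the median ranged from −1.38 to −0.78 over the alternatives. The activation genes had a median of 0.15 (−0.24 to 0.68, percentile 92.4), and glutathione and antioxidant genes one of −0.62 (−0.83 to −0.45, percentile 0.06). Free RNA subtraction brought the latter to −0.17. In endothelial-like cells, the TCA cycle and respiratory chain genes stood at −1.11 (−1.29 to −0.91), with 46 of 46 genes lower and a percentile of 0, and free RNA subtraction brought this to −0.38. Extracellular matrix genes had a median of 0.51 (0.26 to 0.91, percentile 99.2). Endothelial inflammation genes had one of 0.15 (−0.61 to 0.32, percentile 62.7), which reversed to −0.13 with free RNA subtracted. In T-like cells, the TCA cycle and respiratory chain genes stood at −1.01 (−1.19 to −0.80, percentile 0; 46 of 46 lower) and came to −0.59 with free RNA subtracted. The glutathione and antioxidant genes were at −0.74 (−1.03 to −0.36, percentile 0.07) and came to −0.22. The T cell exhaustion genes had a median of −0.36 (−0.92 to 0.09), with 12 of 17 genes lower, a percentile of 4.49 and a range of −0.47 to −0.22 over the alternatives.

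Log2 ratios followed the genomic span of the genes in each of the 5 classes examined. In hepatocyte-like cells the median ratio rose from −0.08 for the shortest genes, with a median span of 5.16 kb, to 0.97 for the longest, with a median span of 136 kb. It rose from −0.41 to 0.47 in endothelial-like cells, from −0.55 to 0.62 in T-like cells, from −0.50 to 0.32 in hepatic stellate-like cells and from −0.28 to 0.21 in macrophage-like cells. Percentiles among random lists matched on span as well as on CPM therefore differed from those above. In hepatocyte-like cells, the percentile was 98.7 for ER stress, 95.8 for fatty acid uptake, 100 for acute phase and 76.7 for growth suppressors, and 29.4 for growth factor receptor signalling. It was 1.2 for the TCA cycle and respiratory chain, 24.6 for lipoprotein assembly, 34.7 for fatty acid oxidation, 50.8 for glutathione, 12.8 for LXR targets and 33.9 for dolichol and N-glycosylation. In endothelial-like cells it was 98.5 for inflammation, 95.4 for extracellular matrix and 0 for the TCA cycle and respiratory chain. In T-like cells it was 23.6 for exhaustion, 4.77 for glutathione and 0 for the TCA cycle and respiratory chain. In hepatic stellate-like cells it was 0 for quiescence, 97.7 for activation and 3.40 for glutathione.

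**Figure D5:**
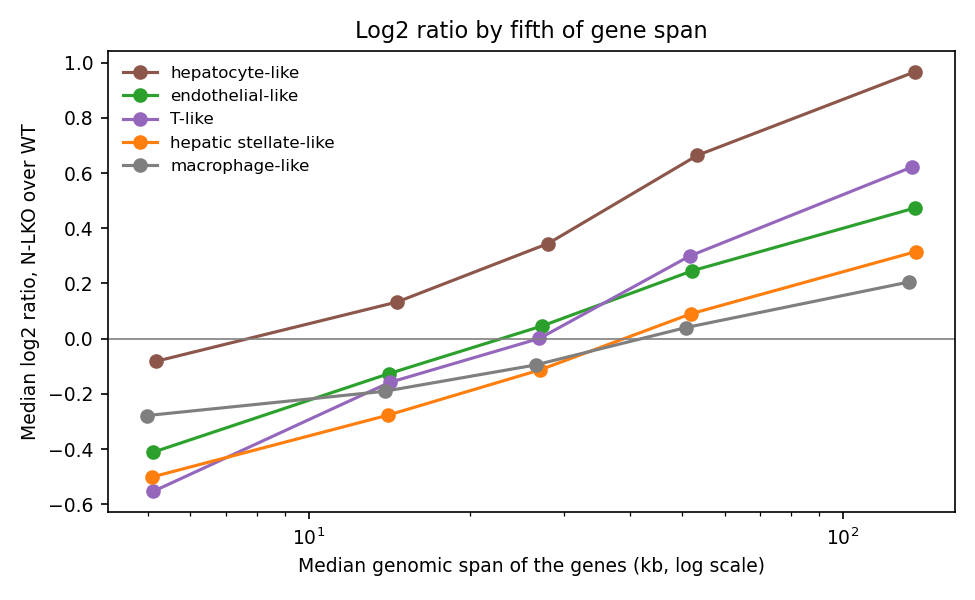
Median log2 ratio, N-LKO over WT (y axis), of expressed genes split into 5 equal groups by genomic span, against the median span of each group in kb (x axis, log scale). Each line is a cell class. The ratio rises with span in each class, and in hepatocyte-like cells it goes from −0.08 to 0.97.

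The second part of the fixed rule named 10 genes in each of 8 classes, and some of these, such as Mt2, are also discussed by the study. In hepatocyte-like cells the 5 higher genes were Tmem45b (0.536 CPM in WT and 59.3 CPM in N-LKO), Col4a3, Gm7967, Sybu and Mt2, and the 5 lower genes were Mup12, Mup1, Mup7, Gm12718 and Slco1a1. Mup7 fell from 326 to 15.6 CPM and Slco1a1 from 227 to 14.0 CPM. Mup genes are near-identical paralogs, so the assignment of UMIs to single members is uncertain, as is that of the predicted genes Gm7967 and Gm12718 where they overlap other transcripts. Mup7 was among the 5 lower genes in all 8 classes, with log2 ratios from −5.79 to −3.80, and Sult2a8 in the 7 classes other than hepatocyte-like. Mt2 was among the 5 higher genes in 5 classes, with log2 ratios from 3.35 to 5.23. In endothelial-like cells the higher genes were Zbtb16 (16.4 CPM in WT and 331 CPM in N-LKO), Scara5, Glis3, Pdzrn3 and Eda. For comparison, the free RNA estimated in each class would by itself give a gene a background level. For Zbtb16 in N-LKO endothelial-like cells this background was 93.6 CPM. In T-like cells Eda was at 3.89 CPM in WT and 236 CPM in N-LKO, against a background of 5.96 and 45.6 CPM. The hepatocyte-like cluster with 2160 N-LKO cells held Eda at 708 CPM, and Pdzrn3 and Grip1 were among its leading genes. RNA of that cluster in other droplets was not tested as a source. A level above background therefore does not show that T-like or endothelial-like cells made these transcripts. In macrophage-like cells Lcn2 was at 5.21 and 72.9 CPM and Mt2 at 6.13 and 64.0 CPM, but the N-LKO background was 79.0 CPM for Lcn2 and 75.1 CPM for Mt2, so both N-LKO levels lay at background. N-LKO Mt2 was also under its background in T-like (100 against 115 CPM), B-like (72.7 against 83.1 CPM) and dendritic-like cells (66.2 against 76.6 CPM). The T-like gene of largest ratio was Grip1, at 0.777 and 147 CPM from 1 and 250 UMIs (log2 ratio 6.98, 5.07 to 12.9), against a background of 4.57 and 30.7 CPM. Zbtb16 was at 13.2 and 105 CPM in macrophage-like cells, against a background of 10.8 and 70.8 CPM. Of the 35 higher genes named outside hepatocyte-like cells, counted once per class, 8 were at or under the floor of 3 UMIs in N-LKO once the background was subtracted, and 25 were in WT. Of the 35 lower genes, 16 were in WT and 24 in N-LKO. Sult2a8 in endothelial-like cells was at 458 CPM in WT, of which 397 CPM was background, and at 31.1 CPM in N-LKO, of which 24.2 CPM was. Mup7 there was at 178 and 7.86 CPM against a background of 199 and 6.16 CPM. For 5 pairs of gene and class, 1 library held no UMI, and the 4 above background in the other are compared with the floor of 3 UMIs. In dendritic-like cells, Tff1 (187 CPM in WT) was at least 102-fold and Tff2 (117 CPM) at least 64.2-fold lower in N-LKO. Itgbl1 was at least 33.1-fold higher in N-LKO hepatic stellate-like cells (59.4 CPM against a background of 1.50 CPM) and Camp at least 5.99-fold higher in N-LKO cholangiocyte-like cells (54.3 CPM against 0.567 CPM). Camp was also a leading gene of the neutrophil-like cluster, and doublets with neutrophil-like cells were not tested as its source. Ly6d in N-LKO cholangiocyte-like cells, at 73.1 CPM, lay at its background of 72.2 CPM. In B-like cells the higher genes were led by Shroom3 (2.43 and 75.7 CPM, from 1 and 74 UMIs), against a background of 26.0 and 50.9 CPM. In hepatic stellate-like cells Hhip, a member of the quiescence list, fell from 121 to 7.86 CPM (log2 ratio −3.87, −5.09 to −2.99), and its background was under 1 CPM in both libraries.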

Values the study reported

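The study visualized 7,000 cells per genotype, clustered them on 30 significant principal components at a resolution of 0.3, and described 33 populations in 11 cell types. It distinguished 9 hepatocyte clusters, of which 2 were seen in N-LKO alone. It mixed hepatocytes and nonparenchymal cells 1:1 for WT, and hepatocytes, nonparenchymal cells and tumor cells 1:1:0.25 for N-LKO.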

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

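The free RNA tests in this part were chosen only after the results they test were seen, as were the alternatives that subtract free RNA in hepatocyte-like cells or leave out clusters by Malat1. Each opposite direction below was seen by setting the log2 ratio of a class beside that of hepatocyte-like cells, and the difference between classes was not tested, since each group had 1 library.

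Nrp1 was higher in N-LKO hepatocyte-like cells (log2 ratio 0.69) and lower in N-LKO endothelial-like cells (−0.82) and hepatic stellate-like cells (−0.73). Fgfr2 was higher in hepatocyte-like cells (0.79) and lower in hepatic stellate-like cells (−0.85), and Apc was higher in hepatocyte-like cells (0.61) and lower in endothelial-like cells (−0.39). Free RNA is argued against as the whole cause of the lower values. In endothelial-like cells its share was 53.3% in WT and 53.7% in N-LKO, and the barcodes under 500 UMIs held more of both genes in N-LKO, with log2 ratios of 1.06 (0.87 to 1.26) for Nrp1 and 0.56 (0.31 to 0.81) for Apc, so free RNA could not have lowered them. In hepatic stellate-like cells, where the share rose, Nrp1 was at −0.67 (−0.88 to −0.46) and Fgfr2 at −0.68 (−0.88 to −0.50) after subtraction. The higher values in hepatocyte-like cells are less firm. Subtraction there took Nrp1 to −0.16, Fgfr2 to −0.04 and Apc to −0.11. Free RNA alone would give Nrp1 at 36.3 CPM in WT and 38.0 CPM in N-LKO. For Fgfr2 it would give 22.7 and 17.8 CPM, and for Apc 26.4 and 19.5 CPM. The signs reversed only when the counts left were scaled to a common total. Subtraction therefore cannot decide whether the opposite directions come from free RNA on the hepatocyte side. Leaving out clusters rich or poor in Malat1 took Nrp1 to −0.17, Fgfr2 to −0.49 and Apc to −0.27. A difference in the make-up of the endothelial-like or stellate-like class, the tumor tissue and the genotype stay open as untested.

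Krt8 was higher in N-LKO hepatocyte-like cells (0.60) and slightly lower in N-LKO macrophage-like cells (−0.20, −0.37 to −0.02). Macrophages should lack this keratin. Its level in macrophage-like cells, relative to the barcodes under 500 UMIs, was 0.996 times in WT and 0.878 times in N-LKO what the hepatocyte markers gave, and no Krt8 UMIs were left in either library after subtraction, so the level is that of the background in both. The fall is another matter. Free RNA alone would give a log2 ratio of −0.014 (−0.30 to 0.27), almost no change, and this interval holds the observed value, so whether free RNA caused the fall stays open. A biological change of Krt8 in macrophages was not tested.

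Apob was lower in N-LKO hepatocyte-like cells (−0.38) and higher in endothelial-like (0.38), macrophage-like (0.26), T-like (0.50) and hepatic stellate-like cells (1.03). The barcodes under 500 UMIs held Apob at 1406 CPM in WT and 1860.1 CPM in N-LKO. Over these 4 classes and both libraries, the level of Apob relative to those barcodes, divided by that of the hepatocyte markers, lay between 0.875 and 1.02. Free RNA alone would give a log2 ratio of 0.41 in endothelial-like, 0.32 in macrophage-like, 0.54 in T-like and 0.85 in hepatic stellate-like cells. This is consistent with free RNA as the source of Apob outside hepatocytes, and its rise in hepatic stellate-like cells goes with a free RNA share of 30.5% in WT and 41.6% in N-LKO. Why free RNA held more Apob in N-LKO while hepatocyte-like cells held less was not tested, and genotype and tumor tissue stay open.

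Barcodes under 1000 UMIs held 53.5% of all UMIs in WT and 44.1% in N-LKO, and they entered the comparisons only as the free RNA profile, through the UMI minimum of 500, and in the level of Nus1 under 500 UMIs. Lowering the minimum to 500 UMIs brought 33265 WT and 29534 N-LKO cells and moved the T-like difference to −5.51 percentage points. These barcodes may hold small cells, broken cells and free RNA, and their shares were not tested. No biological explanation was tested for the difference between the libraries.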

How the results depend on the processing

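The alternatives chosen only after the results were seen are automatic doublet thresholds, scaling without mitochondrial genes and Gm42418, the Malat1 window, free RNA subtraction in hepatocyte-like cells, and mixed clusters counted as T-like. Values are log2 ratios, N-LKO over WT, unless a unit is given, and sets are in hepatocyte-like cells unless another class is named. For the 23 results that answer a comparison, 274 values were computed under alternatives. Of these, 229 stayed within the interval of the reported value, 37 moved out of it and 8 changed sign where that interval excluded 0. A further 3 changed sign where it included 0, and are counted among those that stayed or moved: LXR targets to 0.049 (UMI minimum 500), endothelial inflammation to −0.13 (free RNA subtracted) and glutathione to 0.36 (Malat1 window). For 100 single-gene results, 844 of 1042 values stayed, 182 moved and 16 changed sign where the interval excluded 0, and 1 other changed sign. The cause of a change was not tested unless it is named.

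Under all alternatives that gave a value, acute phase stayed above 0 (0.47 to 1.39, 14 values), as did extracellular matrix in endothelial-like cells (0.30 to 1.31, 11 values). Nus1 stayed below 0 (−1.56 to −0.72, 13 values), as did quiescence in hepatic stellate-like cells (−1.38 to −0.78, 11 values) and the TCA cycle and respiratory chain in endothelial-like (−1.19 to −0.38, 11 values) and T-like cells (−1.10 to −0.59, 10 values).

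A UMI minimum of 2000 gave −0.83 for Nus1 and −0.054 for fatty acid oxidation, and reversed Lcn2 in dendritic-like cells to −0.65. A minimum of 500 gave −0.58 for the TCA cycle and respiratory chain, −0.48 for fatty acid oxidation, 0.93 for growth factor receptor signalling and −5.51 percentage points for the T-like share. With the 7000 barcodes of highest UMI count, fatty acid oxidation was at −0.015 and 97.9% of N-LKO hepatocyte-like cells lay in clusters with over 90% of cells from 1 library. With called doublets kept, the T-like difference was −2.29 points. With mixed clusters that had T or natural killer markers highest or next highest counted as T-like, it was −0.723 points, near 0.

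A mitochondrial limit of 10% gave −0.72 for Nus1, −1.15 for the TCA cycle and respiratory chain, −0.85 for fatty acid oxidation and −0.87 for glutathione. In endothelial-like cells it gave −0.73 for the TCA cycle and respiratory chain, 0.56 for inflammation and 1.31 for extracellular matrix, and in hepatic stellate-like cells 0.71 for activation and −0.78 for quiescence. It put 79.3% of N-LKO hepatocyte-like cells in clusters from 1 library, and reversed Krt8 and Krt18 to −0.38 and Afp to −0.14. Only 63 N-LKO endothelial-like and 65 N-LKO hepatic stellate-like cells were left under it. Without a mitochondrial limit, the T-like difference was −2.27 points and the share in clusters from 1 library was 56.8%.

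Centering on the median of all expressed genes shifts each hepatocyte value by that median, which is the cause of these changes. ER stress reversed to −0.041, dolichol and N-glycosylation to −0.19 and Trp53 to −0.055. Nus1 came to −1.47, the TCA cycle and respiratory chain to −0.75, acute phase to 0.47, fatty acid oxidation to −0.57, glutathione to −0.59, growth factor receptor signalling to 0.31 and lipoprotein assembly to −0.71.

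Keeping only hepatocyte-like clusters with 2000 to 10000 CPM of Malat1 reversed the TCA cycle and respiratory chain to 0.21, fatty acid oxidation to 0.051 and growth factor receptor signalling to −0.094. Glutathione came to 0.36 and growth suppressors to 0.027. Apc reversed to −0.27, Braf to −0.045, Fgfr2 to −0.49, Insr to −0.040 and Nrp1 to −0.17.

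Free RNA subtraction in hepatocyte-like cells reversed ER stress to −0.38, dolichol and N-glycosylation to −0.42, growth factor receptor signalling to −0.037, Afp to −0.060, Apc to −0.11, Dhdds to −0.11, Fgfr2 to −0.040, Insr to −0.19 and Nrp1 to −0.16. Nus1 came to −1.56 and lipoprotein assembly to −0.51. The subtracted share was 85.9% in WT and 43.0% in N-LKO, so these values rest on a small remainder in WT. Both shares are too high for Gm42418, since they would put more of it in hepatocyte-like cells than was counted. These values therefore do not measure what free RNA contributed. Their signs also depend on scaling the counts left to a common total. Dhdds, for example, was counted at 14.5 CPM in WT and 20.6 CPM in N-LKO. Free RNA alone would give it 7.47 and 5.15 CPM, so its sign changed only on scaling. These reversals therefore do not show that free RNA made the rises. After subtraction the median over all expressed genes was 0.73. In other classes, subtraction brought the TCA cycle and respiratory chain to −0.59 in T-like and −0.38 in endothelial-like cells, and glutathione to −0.22 in T-like and −0.17 in hepatic stellate-like cells.

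Some alternatives gave no value. With a UMI minimum of 2000 or the 7000 barcodes of highest count no endothelial-like, T-like or hepatic stellate-like cluster was named, and with a mitochondrial limit of 10% no T-like cluster was. Subtraction left too few counts for 4 of 31 genes (Mt1, Mt2, Krt18 and Fabp5) and 3 of 11 sets (the TCA cycle and respiratory chain, fatty acid oxidation and glutathione) in hepatocyte-like cells, and for 54 of 70 genes in other classes. No paired analysis was possible because each group had 1 library and the labels pair no samples. Depth limits Epcam, with 17 WT and 11 N-LKO UMIs, and Afp, with 22 and 24.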

Other observations

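The tests chosen only after the results were seen are those of cholangiocyte RNA and free RNA for Spp1, sex for Mup genes and Slco1a1, a library offset, gene length outside hepatocytes, and the Malat1 window for receptor signalling and growth suppressors.

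Hepatocyte-like cells were more often rich in Malat1, a nuclear RNA, in N-LKO. Clusters above 10000 CPM of Malat1 held 3.33% of WT and 50.7% of N-LKO hepatocyte-like cells, and clusters below 2000 CPM held 12.0% and 0.469%. Within the 3 clusters between these levels (8416 WT and 2081 N-LKO cells), the median log2 ratio of all expressed genes was 0.074 against 0.40 in all clusters. The clusters left out came almost wholly from 1 library, with 99.8% N-LKO, 100% WT and 98.4% WT cells, so the window sets 1 mainly N-LKO cluster beside 2 mainly WT clusters. It does not separate Malat1 from other properties of those cells. The unequal shares of the clusters left out may account for most of that shift. A few abundant genes were not its whole cause, since the median was 0.20 with the 50 most abundant genes out of the totals. These genes took 41.7% of UMIs in WT and 32.9% in N-LKO.

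Relative to all expressed genes, the TCA cycle and respiratory chain in hepatocyte-like cells went from −0.75 to 0.14 within the Malat1 window, receptor signalling from 0.31 to −0.17 and growth suppressors from 0.25 to −0.047. These 3 results are consistent with droplets rich or poor in nuclear RNA in unequal shares, or with another property of the clusters left out. Gene length argues against itself as the whole cause of the first, whose percentile among lists matched on span was 1.2, but it stays open for receptor signalling (29.4) and growth suppressors (76.7). Whether tumor cells, damaged cells or nuclei made up the droplets rich in Malat1 was not tested, and genotype stays open.

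Acute phase genes went from 0.47 to 1.32 relative to all genes within the Malat1 window, so the shares of these clusters are argued against as the cause. Stress during cell isolation stays open. The immediate early and heat shock genes were at −0.10 (−0.50 to 1.16) relative to all genes in hepatocyte-like cells, with 10 of 14 higher in N-LKO before centering, and this interval holds the acute phase value. The same list was at 0.10 in endothelial-like, 0.08 in macrophage-like, 0.24 in T-like and −0.53 in hepatic stellate-like cells. An acute phase response to the genotype, the tumor or the handling of 1 library is a candidate explanation that these data leave open.

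Free RNA of hepatocytes was tested for the sets lower outside hepatocytes, relative to all expressed genes. The TCA cycle and respiratory chain went from −1.19 to −0.53 (−0.79 to −0.23) in endothelial-like and from −1.10 to −0.66 (−0.93 to −0.31) in T-like cells, so free RNA may explain part of either. Whether it explains all is not decided, since these intervals run over genes and take the share as exact. The N-LKO shares, 53.7% in endothelial-like and 62.3% in T-like cells, are too high for Gm42418. This gene was at 56074.5 and 58416 CPM there, against 123640 CPM in the N-LKO profile. The percentile among lists matched on span was 0 in both, which argues against gene length. Glutathione and antioxidant genes went from −0.84 to −0.294 (−0.58 to 0.23) in T-like and from −0.55 to −0.295 (−0.69 to 0.12) in hepatic stellate-like cells, which is consistent with free RNA. Quiescence genes in hepatic stellate-like cells went from −1.21 to −1.19 (−1.65 to −0.76), and their percentile matched on span was 0, so neither explanation accounts for them. Genotype, tumor tissue and a different make-up of the stellate-like class stay open as untested.

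Nus1 was lower in N-LKO T-like cells, where albumin-Cre should not act. Subtraction of free RNA at the estimated share gave −1.10 (−2.03 to −0.29) against −0.82 before. If that share holds, this argues against free RNA as the whole cause. With 103 and 77 UMIs before subtraction the estimate is imprecise, and a different make-up of the T-like class was not tested.

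Spp1 in N-LKO hepatocyte-like cells rose by 5.14% of its level in cholangiocyte-like cells. Over 9 cholangiocyte markers the median rise was 0.694%. Sox9 stood at −1.02%, Cldn7 at 0.694% and Epcam, outside the list, at 0.0578%, while Pkhd1 stood at 3.66% and Bicc1 at 3.83%. Cholangiocyte RNA is thus argued against as the whole cause. Free RNA is as well, since droplets that held nothing else would be at the 158 CPM (148 to 168) of N-LKO barcodes under 500 UMIs, while N-LKO hepatocyte-like cells were at 300.2 CPM (289 to 312). Within that library, 1 hepatocyte-like cluster was at 514 CPM and T-like cells were at 92.5 CPM. Spp1 made by tumor or hepatocyte-like cells stays open as untested.

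Mup genes were lower in each of the 5 N-LKO classes tested outside hepatocytes. Their level relative to barcodes under 500 UMIs, divided by that of the hepatocyte markers, was in WT farthest from 1 in hepatic stellate-like cells at 0.848. In N-LKO it ranged from 0.787 in hepatic stellate-like cells, with 44 Mup UMIs, to 1.25 in T-like cells. This is consistent with free RNA carrying the hepatocyte difference into other classes. In hepatocyte-like cells, the fall of Mup genes and Slco1a1, which male liver expresses at a higher level, could have come from a female animal. The Y-linked gene Ddx3y was at 95.001 CPM in N-LKO and 102 CPM in WT, and Xist was at 0.120 and 0.103 CPM, which argues against it. An effect of genotype or tumor on sex-dependent liver genes was not tested.

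An offset of the whole N-LKO library might have kept the hepatocyte-like clusters apart. The highest share of 1 library among the 18 other clusters was 87.2%, but clusters of other classes with over 90% of cells from 1 library appeared in 4 of the 8 alternative settings. The offset and the genotype cannot be told apart, because each genotype was 1 library.

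The number of cells analysed was 18430 in WT and 19854 in N-LKO. That is higher than the value quoted from the study above.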
